A study of Homo sapiens with 24 samples.

How the data were processed

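RNA sequencing measured polyadenylated RNA in 24 libraries of 2 human T-cell acute lymphoblastic leukaemia lines, LOUCY and JURKAT. The series design states 2 independent experiments. Each experiment held 3 libraries of untreated LOUCY and 3 of untreated JURKAT. It also held 2 libraries each of LOUCY kept for 24 h in 0.05% DMSO, in 250 nM JQ1 or in 500 nM I-BET151. Per the labels' protocols, RNA was taken from a column preparation, made into cDNA by the Smart-seq2 full-length method and turned into libraries with the Nextera XT tagmentation kit. Neither step marks the strand, so reads of a gene and of an overlapping antisense gene cannot be told apart. Nothing in the labels says whether the numbered replicates of an experiment were separate cultures. The p-values therefore measure the spread between these libraries, part of which may be technical.

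The deposited table holds RPKM values, read counts scaled to gene length and library size, which the authors computed for 15862 genes. Per the submitters' processing notes, the tools were STAR 2.5.1b, featureCounts, Subread 1.4.5-p1 and edgeR 3.10.5, and the genome build was hg38. The gene annotation, the gene lengths, the settings and any adjustment of library sizes are not given in the sources used here. Every listed gene was above 0 in at least 4 of the 24 libraries, and 0 listed genes were above 0 in fewer. RPKM values are relative amounts per library, so a change in total RNA per cell would not show. Genes that share sequence with near-identical copies (histone, ribosomal protein and surrogate light chain genes) and small RNAs inside other genes are uncertain, because the handling of reads that match several places is not given in the sources used here.

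A gene's RPKM values were whole multiples of the worth of 1 read in 100% of genes, within 0.01 reads, and whole reads were recovered from these steps (checked on a simulated table of 15862 genes). The recovered totals over listed genes ranged from 4381134 to 7074198 reads per library. The library sizes implied by the authors' RPKM values, relative to these totals, ranged from 0.883 to 1.091. The 18 pairs of replicates within an experiment all differed by more than the error of read counting (chi-square per degree of freedom 1.69 to 54.63). This covers counting error alone and does not show that they were separate cultures. Each library was counted once. The number of reads behind a gene sets the precision of its value, so low genes are measured least precisely.

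Values were analysed as log2(RPKM + 1), with genes kept at 1 RPKM or more in at least 4 libraries of a fit. Fold changes on this scale understate the changes of genes near or below 1 RPKM. The limma package 3.58.1 in R 4.3.3 (statmod 1.5.0) fitted a linear model with an additive experiment term, followed by empirical Bayes moderation with a mean-variance trend and a two-sided test. A gene was past the threshold at a Benjamini-Hochberg adjusted p under 0.05. Untreated LOUCY was set against untreated JURKAT in a fit of 12 libraries. The other comparisons shared a fit of the 18 LOUCY libraries. They were DMSO against untreated cells, each inhibitor against DMSO, and JQ1 against I-BET151. The interaction of each of the 5 comparisons with the experiment was fitted with the same settings.

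The 25 gene lists were fixed with the design, and they overlap in part (HEXIM1 and SESN2 are in more than 1 list). They covered stem, progenitor and early thymic progenitor genes, myeloid genes, T-cell identity genes, cortical thymocyte genes, B-lineage genes, erythroid and megakaryocyte genes, and non-haematopoietic genes. Others covered the HOXA cluster, RAS/MAPK output, cytokine and JAK/STAT signalling, NOTCH, MYC-driven growth, genes known to rise under BET inhibition, leukaemia genes known to fall under it, and BET and elongation factors. The rest covered Polycomb and RUNX genes, G1/S genes, G2/M genes, the BCL2 family, p53 targets, cholesterol synthesis, the integrated stress response, interferon response, ribosomal proteins and mitochondrially encoded genes. Lists with at least 2 tested members were tested against all other genes with limma's camera at a preset correlation of 0.01, and p-values were adjusted over the lists of a comparison. The test was repeated with an estimated correlation.

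Genes were named by a rule fixed before the data were examined, as were the groups, the tests and the first set of other settings. It took the 8 largest rises and 8 largest falls past the threshold with the same sign in both experiments and at least 5 RPKM in the higher group (4 and 4 for DMSO against untreated cells and for JQ1 against I-BET151). It added a fixed panel that included CD34, KIT, FLT3, LYL1, LMO2, MEF2C, HHEX, MYCN, MYC, MYB, BCL2, CDK6, IL7R, HEXIM1, BRD2, BRD3, EZH2, RUNX1, NOTCH1, BCL11B and CD3E. It also added up to 2 members of each list that rose and 2 that fell with the smallest adjusted p. Unnamed, clone-based and small RNA features (but not the small nuclear RNA gene RNU12), pseudogenes, XIST and genes of the Y chromosome were left out of the largest changes. Positions are those of GENCODE release 29 on GRCh38, matched by symbol for 14851 genes and by an older symbol for 502, with 509 not matched. They are not the authors' own gene models.

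The responses to the inhibitors were compared by the correlation of their fold changes. Because both share the DMSO libraries, 100 simulated pairs of unchanged groups gave the value that sharing alone produces. Genes higher in either line by at least 1 on the log2 scale were tested as sets under each inhibitor, against 10000 random sets matched on expression. That first set of other settings was a pseudocount of 0.1, no filter, median-of-ratios scaling, no experiment term, a replicate block, replicates averaged per experiment, each experiment alone, a robust fit, a minimum log2 change of 1, other sets of libraries in the fit, untreated cells as the control, and leaving out each library in turn. After the data had been seen, others were added. They were limma-voom on the recovered reads, removal of each library's trend with gene GC content, the GC slope of each library as a covariate, the same with a replicate block, and leaving out the 3 libraries with steep GC slopes (beyond 0.2 log2 units per 10 percentage points of GC).

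The test was run on simulated data with 200 changed genes. In the comparison of the lines (11978 genes) it recovered 58.2% of changes of 0.5, 97% of changes of 1 and 100% of changes of 2 on the log2 scale, and 5.6% of its calls were false. In JQ1 against DMSO (11411 genes) the shares were 43.3%, 88.1% and 98.5%, with 7.3% of calls false. These shares describe simulated data with 200 changed genes, and far more passed in the real comparisons (8752 and 2971). Whether the shares hold for the real libraries, which differed in GC slope, was not tested. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 handled the tables and plots. All 24 columns of the table were used.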

Results

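The data were RNA-seq libraries of human T-cell acute lymphoblastic leukaemia (T-ALL) lines. LOUCY is used as a model of early T-cell precursor leukaemia, a form with stem-cell and myeloid features, and JURKAT as a model of a more mature T-ALL. The series concerns Ezh2 and Runx1 mutations in thymic progenitors. JQ1, a thienotriazolodiazepine, and I-BET151, a quinoline-based dimethylisoxazole, displace BET proteins from acetylated histones. The 24 libraries formed 5 groups: untreated LOUCY (n = 6), untreated JURKAT (n = 6), and LOUCY treated for 24 h with 0.05% DMSO, 250 nM JQ1 or 500 nM I-BET151 (n = 4 each). Every group was spread evenly over 2 experiments. Libraries held 4381134 to 7074198 reads in listed genes and 15342 to 15712 genes above 0. Levels are the authors' RPKM, given as mean ± SD, and positions are on GRCh38.

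Libraries differed in how expression varied with gene GC content. Slopes were given within each group, in log2 units per 10 percentage points of GC. The steepest were -0.313 in I-BET151 replicate 1 of experiment 2, -0.279 in DMSO replicate 1 of experiment 2 and -0.226 in untreated LOUCY replicate 2 of experiment 2. The other 21 libraries lay between -0.123 and 0.155. Counts without these 3 libraries are given where they differed by over 1.5 times.

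The untreated lines were compared to ask which genes separate LOUCY from JURKAT at rest. EZH2, the catalytic subunit of Polycomb repressive complex 2 (chromosome 7, 148807383 to 148884321), stood at 0.165 ± 0.068 RPKM in LOUCY (n = 6) and 69.4 ± 8.76 in JURKAT (n = 6). Its log2 difference was -5.91 (SE 0.09, limma adjusted p = 4.15e-17). MYC, a growth-promoting transcription factor (chromosome 8, 127735434 to 127741434), was likewise near 0 in LOUCY, at 0.0754 ± 0.0637 RPKM against 184.7 ± 24.7 in JURKAT. Its relative MYCN (chromosome 2, 15940564 to 15947007) ran the other way, at 11.5 ± 2.14 against 0.364 ± 0.112 RPKM. HHEX and LYL1, transcription factors of early progenitors, were higher in LOUCY by 6.51 (SE 0.14) and 2.85 (SE 0.10) on the log2 scale.

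The 8 genes with the largest excess in LOUCY included 4 that encode small calcium-binding or sugar-binding proteins. LGALS1 (galectin-1) reached 1601 ± 194 RPKM against 0.899 ± 0.28. S100A11 was at 719.2 ± 53.7 RPKM and S100A4 at 2212 ± 341 in LOUCY, against 0.161 and 6.79 in JURKAT. S100A6 stood at 582.3 ± 52.4 RPKM in LOUCY and was listed at 0 in all 6 JURKAT libraries. VPREB1 and IGLL1, which form the surrogate light chain of the pre-B-cell receptor, stood at 777.3 ± 180 and 4562 ± 669 RPKM in LOUCY, with IGLL1 uncertain because of near-identical copies. TIMP1, a metalloproteinase inhibitor, and CLDN5, a tight-junction protein, completed this set. In the opposite direction, CHI3L2 was at 0.523 ± 0.246 RPKM in LOUCY and 934.1 ± 127 in JURKAT. The serine synthesis enzyme PSAT1 was at 0.13 ± 0.0922 against 479.3 ± 14.2. The retinoic acid synthesis enzyme ALDH1A2, GTSF1, the actin-binding protein COTL1, BEX1 and the antigen-presenting molecule CD1B were lower in LOUCY, with log2 differences of -7.48 to -6.82.

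**Figure D1:**
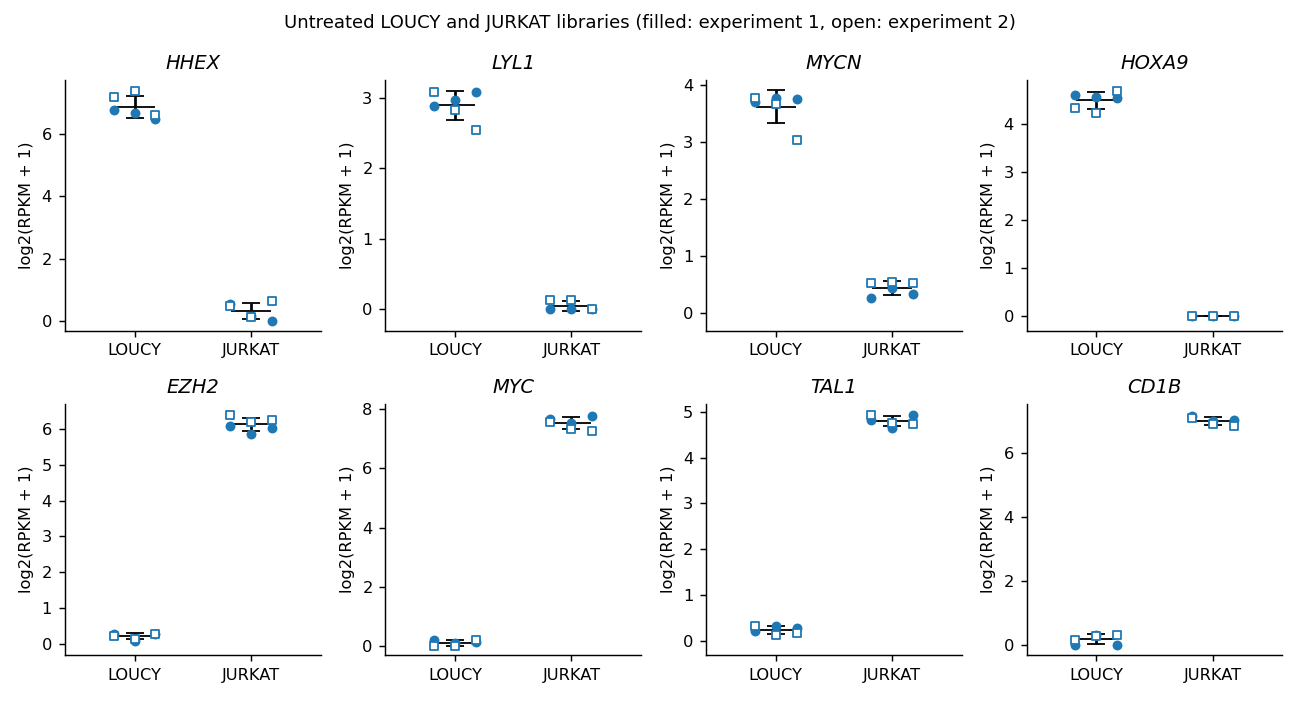
Expression of 8 genes in the untreated lines, as log2(RPKM + 1) on the vertical axis, with each point a library (filled for experiment 1, open for experiment 2) and bars giving mean ± SD (n = 6 per line). HHEX, LYL1, MYCN and HOXA9 are higher in every LOUCY library, while EZH2 (0.165 against 69.4 RPKM), MYC, TAL1 and CD1B are higher in every JURKAT library.

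Lineage genes separated the lines in both directions. All 13 tested cortical thymocyte genes were lower in LOUCY (median log2 difference -2.80, camera adjusted p = 9.49e-08; adjusted p = 0.00716 with an estimated correlation). CD1B was at 0.142 ± 0.12 RPKM in LOUCY and 127.7 ± 10.9 in JURKAT, and CD1D at 0.157 ± 0.152 and 32.4 ± 2.58. Of 22 T-cell identity genes, 9 were higher and 12 lower in LOUCY and 1 did not pass (camera adjusted p = 0.303). CD7 (90.4 ± 20 against 9.78 ± 2.89 RPKM) and CD4 were among the higher, and CD2 (0.0562 against 61.9 RPKM) and the transcription factor TCF7 among the lower. BCL11B, a factor of T-lineage commitment, was lower (log2 -2.30, SE 0.09), and the T-cell receptor chain CD3E differed little (log2 -0.23, adjusted p = 0.0118). Among 13 progenitor genes, 8 were higher and 5 lower (camera adjusted p = 0.303). ERG (21.7 ± 1.29 against 0.454 ± 0.134 RPKM) and LMO2 were higher, whereas TAL1 (0.186 against 27 RPKM), MEIS1, CD34 and KIT were lower. The panel genes FLT3, MEF2C and IL7R stayed below the expression filter.

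Of 7 myeloid genes, 5 were higher in LOUCY, with lysozyme LYZ at 22.6 ± 5.91 against 0.129 ± 0.115 RPKM and CD33 higher by 2.48. CEBPE and CD68 were lower (camera adjusted p = 0.101 for the list). B-lineage genes were higher for 5 of 6 (median 4.91, camera adjusted p = 0.00154; adjusted p = 0.0564 with an estimated correlation), and the kinase BLK was lower. The only tested erythroid gene, EPOR, was lower by a log2 difference of -0.26, but did not pass in either experiment alone (limma adjusted p = 0.114 and 0.143). Of the non-haematopoietic markers, the endothelial gene PECAM1 was higher (26.5 ± 3.21 against 10.8 ± 1.92 RPKM) and the keratin KRT18 lower. The HOXA cluster on chromosome 7 was higher for 9 of 10 genes (median 2.26, camera adjusted p = 0.000116; adjusted p = 0.0564 with an estimated correlation). HOXA9 (27162435 to 27175180) stood at 21.7 ± 2.63 RPKM and was listed at 0 in all 6 JURKAT libraries, and HOXA10 at 56.7 ± 15.6 against 1.74 ± 0.223.

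Signalling and growth genes also differed. Of 16 cytokine and JAK/STAT genes, 12 were higher and 3 lower (median 1.30, camera adjusted p = 0.00154; adjusted p = 0.193 with an estimated correlation), led by STAT5A (56.5 ± 10.9 against 1.62 ± 0.385 RPKM) and JAK3. The feedback inhibitors CISH and SOCS2 were lower. Of 17 interferon-response genes, 12 were higher and 1 lower (camera adjusted p = 0.00173; adjusted p = 0.0564 with an estimated correlation), with MX2 and BST2 higher by 4.46 and 3.33 and XAF1 lower by a log2 difference of -4.39. MYC-driven growth genes were lower for 23 of 25 (median -0.58, camera adjusted p = 9.97e-05; adjusted p = 0.219 with an estimated correlation), NOP16 at 29.6 ± 4.74 against 118.2 ± 25 RPKM, while lactate dehydrogenase LDHA was higher. Ribosomal protein genes were lower for 39 of 40 (median -0.74, camera adjusted p = 3.88e-08; adjusted p = 0.398 with an estimated correlation), including RPS2 and RPL13. Integrated stress response genes were lower for 11 of 16 and higher for 2 (median -0.80, camera adjusted p = 0.00154; adjusted p = 0.122 with an estimated correlation). PSAT1 and ASNS were lower, and DDIT4 and SHMT2 higher. Adjusted over the list alone, 13 stress response genes were lower.

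Chromatin regulators split between the lines. RUNX1 (chromosome 21, 34787801 to 36004667) stood at 12.2 ± 1.45 against 29.7 ± 3.62 RPKM, and RUNX3 at 10.7 ± 2.02 against 1.01 ± 0.271. Polycomb and RUNX genes were higher for 7 of 18 and lower for 4 (camera adjusted p = 0.539). BET and elongation factors were higher for 12 of 18 and lower for 3 (camera adjusted p = 0.0417; adjusted p = 0.122 with an estimated correlation; 0.0642 in experiment 2 alone), with BRD3 at 38.9 ± 1.41 against 14.6 ± 1.55 RPKM and SUPT5H and AFF4 lower. BRD2 was higher by a log2 difference of 0.57. Genes known to rise under BET inhibition were higher for 9 of 13 and lower for 1 (camera adjusted p = 0.0263; adjusted p = 0.317 with an estimated correlation; 0.0889 in experiment 2 alone), and leukaemia genes known to fall under it were higher for 8 of 14 and lower for 4 (camera adjusted p = 0.452). RAS/MAPK output genes were higher for 7 and lower for 3 of 10, and NOTCH genes higher for 2 and lower for 4 of 7, with camera adjusted p = 0.21 for each. The receptor NOTCH1 stood at 1.59 ± 0.524 against 1.77 ± 0.263 RPKM (adjusted p = 0.274).

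Cell-cycle and survival genes went both ways. Higher and lower in LOUCY were 8 and 8 of 22 G1/S genes, 7 and 7 of 20 G2/M genes, 7 and 5 of 14 BCL2-family genes, 7 and 5 of 20 p53 targets, and 4 and 7 of 18 cholesterol genes. Among them, thymidine kinase TK1 was at 122.1 ± 17.2 against 53.3 ± 9.96 RPKM and CDT1 at 8 ± 1.26 against 21.9 ± 3.56. The anti-apoptotic BCL2 was at 4.48 ± 0.888 against 1.08 ± 0.231 RPKM, and PMAIP1, its pro-apoptotic relative, at 293 ± 78 against 63.5 ± 11.7. CYP51A1 was higher and MVD lower. None of these 5 lists passed with camera, and of 13 listed mitochondrially encoded genes 0 were in the table. Median, mean and test differed in sign for the list of genes falling under BET inhibition, Polycomb and RUNX genes, G1/S genes and cholesterol genes. Adjusted over the list alone, counts matched those over all genes for every list other than the stress response.

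In total 8752 of 11978 genes passed (limma), 4256 higher and 4496 lower in LOUCY, of which 1535 and 1565 by at least 1 on the log2 scale. The experiments fitted alone called 7976 and 7079 genes, their log2 differences correlated across genes with r = 0.97, and 8744 calls had the same sign in both. Genes are not independent replicates. The line comparison holds 1 line of each kind, so it cannot separate the leukaemia subtype from other differences between these cell lines.

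DMSO, the solvent of the inhibitors, was set against untreated LOUCY to measure the background of treatment. The labels give no culture time for the untreated cells. An effect of the solvent therefore cannot be told apart from one of culture time or handling. The chaperone HSPA8 rose from 662.4 ± 41.6 RPKM (n = 6) to 990.7 ± 10.7 (n = 4), a log2 change of 0.58 (SE 0.07, limma adjusted p = 0.000616). DUSP6 and ETV5, transcripts induced by RAS/MAPK signalling, fell from 20.1 ± 4.17 to 7.24 ± 0.516 and from 14.4 ± 2.56 to 7.34 ± 0.689 RPKM. The glycolysis regulator PFKFB4 fell from 5.58 ± 1.03 to 2.24 ± 0.835 RPKM and GSTM3 by 0.75 on the log2 scale, and RSRP1 rose by 0.55. With a block on replicate numbers HSPA8 and DUSP6 still passed, but ETV5, PFKFB4, GSTM3 and RSRP1 did not. ETV5 and GSTM3 also did not pass in experiment 1 alone (limma adjusted p = 0.0935 and 0.165). None of the panel genes that were tested passed, with MYCN at 12.4 ± 1.37 against 11.5 ± 2.14 RPKM and HEXIM1 at 19.7 ± 2.21 against 16.9 ± 1.73.

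Several lists differed by small amounts between DMSO-treated and untreated cells. The p53 targets had a median log2 change of -0.38, with 1 of 20 past the threshold (TNFRSF10B, a death receptor, from 7.98 ± 0.969 to 4.75 ± 0.344 RPKM) and 9 lower adjusted over the list alone (camera adjusted p = 2.16e-06; adjusted p = 0.0195 with an estimated correlation). This shift was -0.42 in experiment 1 (adjusted p = 1.17e-12) and -0.10 in experiment 2 (adjusted p = 0.29). In the untreated cells alone, the p53 target CDKN1A stood at 15.3 ± 1.43 RPKM in experiment 1 and 3.92 ± 0.94 in experiment 2, against 5.56 and 5.39 in DMSO. RAS/MAPK output fell for 2 of 10 genes (3 adjusted over the list alone; median -0.36, adjusted p = 0.00926 with an estimated correlation). Cholesterol genes (median -0.23, 0 past over all genes and 5 lower adjusted over the list alone) had adjusted p = 0.00493 with an estimated correlation. For stress response (0 and 1), myeloid (0 and 4) and cortical thymocyte genes (0 and 2) the medians were -0.23, -0.37 and -0.37, with adjusted p = 0.0195, 0.0172 and 0.0195 with an estimated correlation. The counts in brackets are those past the threshold over all genes and over the list alone. At the preset correlation, B-lineage genes, genes known to rise under BET inhibition, the BCL2 family and ribosomal proteins also passed (camera adjusted p = 0.00205, 0.000964, 0.0397 and 8.33e-07). None did with an estimated correlation (adjusted p = 0.0721, 0.0738, 0.0721 and 0.511), and each also failed in at least 1 experiment alone. The other lists did not pass with either setting. Among them, MYC-driven growth genes passed in opposite directions in the experiments (median -0.09 and 0.2, camera adjusted p = 0.0355 and 7.88e-05). T-cell identity genes passed in experiment 1 alone (adjusted p = 0.00112) and G1/S genes in experiment 2 alone (adjusted p = 0.035).

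Over all genes, 20 of 11411 passed (limma), 3 higher and 17 lower, and 1100 had an unadjusted p under 0.05. Experiment 1 alone called 57 genes and experiment 2 alone 0 (limma, with 581 at an unadjusted p under 0.05), and the log2 changes of the experiments correlated across genes with r = 0.171. The count was 12 without DMSO replicate 1 of experiment 1, 13 without DMSO replicate 2 of experiment 1, DMSO replicate 1 of experiment 2 or untreated replicate 3 of experiment 2, and 34 without the 3 libraries of steep GC slope. It was 100 (20 higher and 80 lower) with each library's GC trend removed, 6 with replicates averaged and 4 with a block on replicate numbers.

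**Figure D2:**
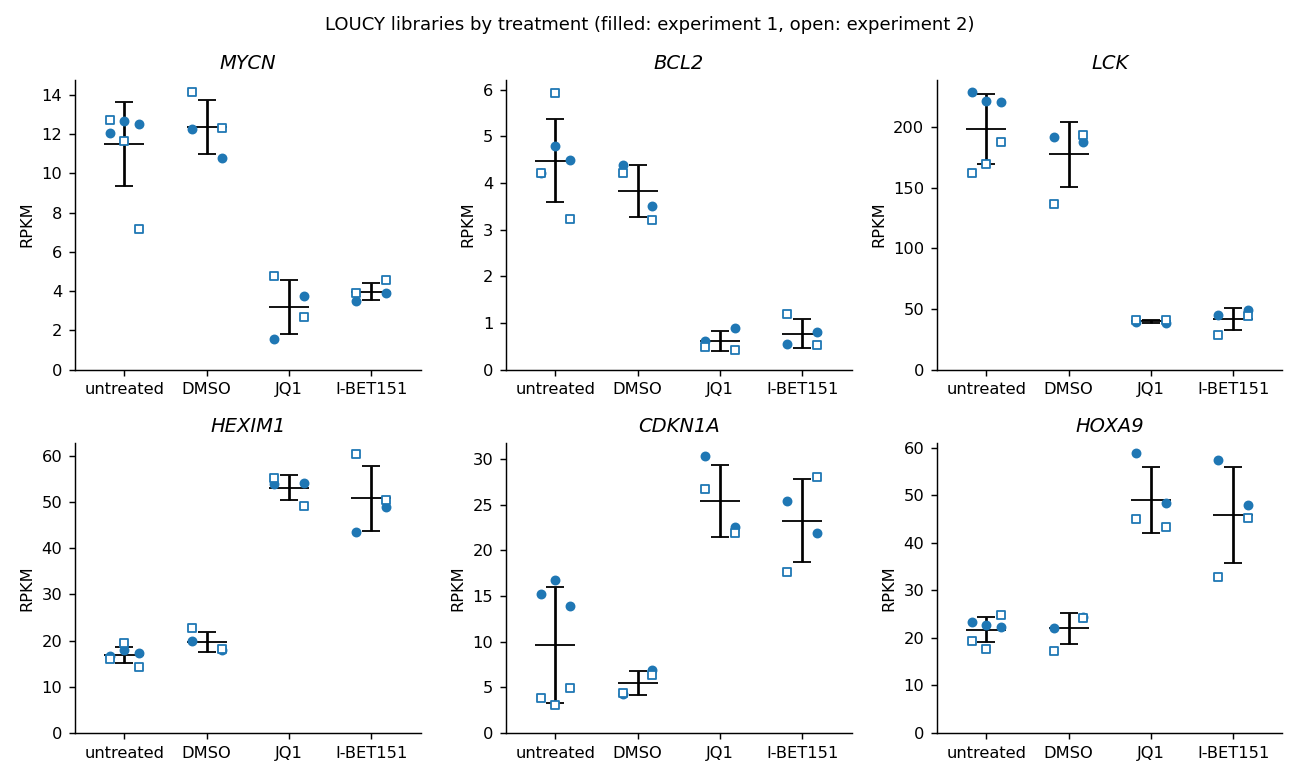
Levels of 6 genes in LOUCY, in RPKM on the vertical axis, for untreated, DMSO, JQ1 and I-BET151 libraries (points, filled for experiment 1 and open for experiment 2; bars give mean ± SD, n = 6, 4, 4 and 4). MYCN, BCL2 and LCK are lower with both inhibitors than with DMSO, and HEXIM1 (19.7 RPKM with DMSO, 53.1 with JQ1, 50.8 with I-BET151), CDKN1A and HOXA9 are higher.

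JQ1 was compared with DMSO to ask how LOUCY cells respond to BET inhibition. MYCN fell from 12.4 ± 1.37 to 3.19 ± 1.4 RPKM (n = 4 each; log2 -1.74, SE 0.20, limma adjusted p = 4.82e-06). BCL2 (chromosome 18, 63123346 to 63320128) fell from 3.83 ± 0.56 to 0.605 ± 0.213 RPKM (adjusted p = 5.17e-07), and the T-cell kinase LCK from 177.4 ± 27.1 to 39.7 ± 1.35. HEXIM1 (chromosome 17, 45148502 to 45152101), an inhibitor of the elongation kinase P-TEFb and a known marker of BET inhibition, rose from 19.7 ± 2.21 to 53.1 ± 2.72 RPKM (log2 1.39, SE 0.11). The cell-cycle inhibitor CDKN1A (chromosome 6, 36676460 to 36687339) rose from 5.47 ± 1.32 to 25.4 ± 3.96 RPKM. For CDKN1A and other p53 targets the lower level with DMSO than in untreated cells of experiment 1 stands beside these rises.

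The largest rises with JQ1 were those of EFR3B, from 0.871 ± 0.278 to 8.03 ± 0.786 RPKM, of the dehydrogenase DHRS2 and of SMIM14 (log2 2.28, 2.23 and 2.13). The histone gene HIST1H2BG, the fatty acid elongase ELOVL4, SERTAD1, CDKN1A and the small nuclear RNA gene RNU12 followed, at 19.7, 13.3, 36.5, 25.4 and 19 RPKM. RNU12 is uncertain in these libraries. Myoglobin MB fell from 13.1 ± 2.25 to 0.891 ± 0.722 RPKM and glycine decarboxylase GLDC from 9.95 ± 1.19 to 0.489 ± 0.0261. VPREB1 fell from 552.4 ± 71.8 to 76.7 ± 2.61 RPKM. The prostaglandin synthase HPGDS, ACTG2, the receptor CD244, the adaptor HSH2D and SPINK4 fell by 2.56 to 2.81 on the log2 scale.

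Many genes of blood-cell identity fell, although with an estimated correlation only the progenitor list among them passed. Progenitor genes fell for 8 of 9 (median -0.62, camera adjusted p = 0.000204; adjusted p = 0.0334 with an estimated correlation), among them LYL1, from 7.51 ± 1.68 to 3.07 ± 0.729 RPKM, BCL11A, and HHEX, from 113.5 ± 16.6 to 74.1 ± 10.8. LMO2 stayed at 3.73 ± 1.55 against 3.43 ± 0.92 RPKM (adjusted p = 0.837). T-cell identity genes fell for 14 of 19 and rose for 1 (15 fell adjusted over the list alone; camera adjusted p = 1.04e-08; adjusted p = 0.0544 with an estimated correlation). The adaptor TRAT1 fell from 31.9 ± 3.83 to 5.17 ± 0.961 RPKM and CD3E from 170.2 ± 14.4 to 112.2 ± 4.81, while THEMIS rose by 1.42. B-lineage genes fell for 4 of 6, IGLL1 from 3230 ± 654 to 647.6 ± 77.8 RPKM, and myeloid genes for 4 of 6, LYZ from 17.1 ± 2.63 to 3.95 ± 0.698 (camera adjusted p = 0.000395 and 0.0162; adjusted p = 0.0571 and 0.0643 with an estimated correlation). Cortical thymocyte genes fell for 3 of 4 (1 rose adjusted over the list alone), including CD1A and RAG2 (camera adjusted p = 0.0198; adjusted p = 0.096 with an estimated correlation). This list did not pass in experiment 1 alone (adjusted p = 0.179). Markers of other cell types moved in the same direction, EPOR from 4.12 ± 1.59 to 1.43 ± 0.718 RPKM and PECAM1 from 24.1 ± 1.96 to 3.42 ± 0.437.

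Some HOXA genes and most genes known to rise under BET inhibition rose. HOXA9 rose from 22 ± 3.27 to 48.9 ± 6.97 RPKM and HOXA5 from 30.1 ± 5.88 to 52.1 ± 3.56, as 2 of the 3 cluster genes of 11 that passed (4 rose and 1 fell adjusted over the list alone; camera adjusted p = 0.0421; adjusted p = 0.111 with an estimated correlation). In experiment 1 alone the HOXA list did not pass (adjusted p = 0.0688). Of the 13 genes known to rise under BET inhibition, 11 rose (median 1.39, camera adjusted p = 1.04e-09; adjusted p = 0.0145 with an estimated correlation), including HIST2H2BE, from 6.61 ± 0.169 to 20.2 ± 2.35 RPKM. ZMYND8 was lower adjusted over the list alone. The other direction held for leukaemia genes known to fall, with 6 of 11 lower (8 adjusted over the list alone) and E2F2 higher (camera adjusted p = 0.00709; adjusted p = 0.096 with an estimated correlation). The chemokine receptor CCR7 fell from 26.7 ± 4.76 to 7.07 ± 1.37 RPKM. MYC-driven growth genes fell for 12 of 24 and rose for 1, LDHA (camera adjusted p = 0.000204; adjusted p = 0.23 with an estimated correlation), NME1 falling from 202 ± 20.7 to 79.3 ± 3.61 RPKM. Ribosomal proteins rose for 6 of 40, RPLP1 from 1100 ± 188 to 1909 ± 92.8 RPKM (camera adjusted p = 0.0171; adjusted p = 0.625 with an estimated correlation). The ribosomal protein list passed in experiment 2 alone (median 0.21, adjusted p = 0.00287). It did not in experiment 1 alone (median 0.03, adjusted p = 0.283) or without DMSO replicate 1 of experiment 2, a library low on this list.

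Survival genes moved in both directions. The p53 targets rose for 9 of 20 and fell for 2 (10 and 3 adjusted over the list alone; camera adjusted p = 0.00211; adjusted p = 0.111 with an estimated correlation), SESN1 from 13.6 ± 1.46 to 35.2 ± 1.98 RPKM, with FAS and AEN lower. In the BCL2 family, 2 of 14 rose and 4 fell (camera adjusted p = 0.584). The pro-apoptotic BMF and BCL2L11 rose by 0.89 and 0.60 on the log2 scale and BIK fell by 1.02. Cytokine and JAK/STAT genes fell for 5 of 16 and rose for 2 (3 rose adjusted over the list alone; camera adjusted p = 0.39), with STAT5A and STAT5B lower and the kinases PIM1 and PIM2 higher. BET and elongation factors rose for 3 of 18 and fell for 1 (camera adjusted p = 0.117), BRD2 from 6.73 ± 0.946 to 12 ± 1.04 RPKM, with HEXIM2 lower. BRD3 did not pass (adjusted p = 0.689), nor did CDK6 (77.6 ± 5.22 against 100.5 ± 10.6 RPKM, adjusted p = 0.0875) and BCL11B (adjusted p = 0.392). MYB fell by 0.92 and RUNX1 by 0.36 on the log2 scale, and NOTCH1 rose by 0.37.

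With JQ1, 2971 of 11411 genes passed (limma), 1157 higher and 1814 lower, and the changes of 98 and 376 of them reached 1 on the log2 scale. With each library's GC trend removed the balance was more even, 2063 higher and 2247 lower. With median-of-ratios scaling it was 1217 and 1728. Both settings also moved the median log2 change of all genes, from -0.01 to 0.014 and 0.005. The shift in balance therefore cannot be assigned to GC content. Experiment 1 alone called 3455 genes and experiment 2 alone 392, with r = 0.755 across genes between the experiments, and all 2971 calls had the same sign in both. CD34, KIT, MYC and EZH2 stayed below the expression filter in LOUCY, together with FLT3, MEF2C and IL7R.

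I-BET151 was set against the same DMSO libraries. MYCN fell to 3.97 ± 0.433 RPKM (n = 4; log2 -1.43, SE 0.20, limma adjusted p = 4.72e-05), BCL2 to 0.769 ± 0.31 (adjusted p = 1.67e-06) and LCK to 41.8 ± 9.06. HEXIM1 rose to 50.8 ± 7.05 RPKM (log2 1.32, SE 0.11) and CDKN1A to 23.3 ± 4.52. The largest rises were those of EFR3B (to 8.16 ± 1.3 RPKM), ELOVL4, SMIM14, CDKN1A, the receptor LPAR6 (from 27.9 ± 11.8 to 108.1 ± 52.6), HIST1H2BG, the protease LGMN and SERTAD1. MB, SPINK4, VPREB1, HPGDS, ACTG2, CD244, GLDC and the transglutaminase TGM5 fell by 2.69 to 3.07 on the log2 scale, MB to 0.678 ± 0.297 RPKM and TGM5 from 13.8 ± 1.59 to 1.28 ± 0.174. MYB and CD3E fell by 0.79 and 0.66 (adjusted p = 0.000127 and 5.64e-05), and CDK6 did not pass (log2 -0.17, adjusted p = 0.439). In experiment 1 alone, and without I-BET151 replicate 1 of experiment 2, CDK6 did pass (log2 -0.35 and -0.38).

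Many of these identity genes fell with I-BET151 as well. Progenitor genes fell for 7 of 9 (8 adjusted over the list alone), LYL1 to 3.08 ± 0.782 RPKM and ZBTB16 by 1.10 on the log2 scale. T-cell identity genes fell for 14 of 19 and rose for 1 (THEMIS), with TRAT1 at 6.5 ± 1.14 RPKM. B-lineage genes fell for 4 of 6, IGLL1 to 680.2 ± 279 RPKM, and myeloid genes for 4 of 6, LYZ to 4.49 ± 0.859 and myeloperoxidase MPO to 0.346 ± 0.201. Genes known to rise under BET inhibition rose for 8 of 13 and fell for 1, ZCCHC24 rising from 3.05 ± 0.521 to 9.77 ± 1.06 RPKM and ZMYND8 falling. Camera gave adjusted p = 0.000126, 1.76e-08, 0.000386, 0.00816 and 7.29e-06 for these 5 lists, and adjusted p = 0.0453 for each with an estimated correlation. PECAM1 fell to 3.76 ± 0.998 RPKM and EPOR, 1 of 2 tested erythroid genes, to 1.46 ± 0.587.

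Other lists passed at the preset correlation alone. MYC-driven growth genes fell for 15 of 24 (18 adjusted over the list alone) and rose for 1, with camera adjusted p = 1.46e-06, and adjusted p = 0.104 with an estimated correlation. NME1 fell to 85.9 ± 18.6 RPKM and DKC1 by 0.65 on the log2 scale. Leukaemia genes known to fall did so for 6 of 11 (1 rose adjusted over the list alone), CCR7 to 6.04 ± 1.35 RPKM, and cortical thymocyte genes for 2 of 4 (3 adjusted over the list alone), CD1A to 1.12 ± 0.434. The HOXA cluster rose for 5 of 11, HOXA9 to 45.9 ± 10.1 RPKM and HOXA3 from 3.7 ± 0.467 to 7.33 ± 0.938. These 3 lists had camera adjusted p = 0.00522, 0.0265 and 0.0299, and adjusted p = 0.0882 for each with an estimated correlation. In experiment 1 alone the cortical thymocyte and HOXA lists did not pass (adjusted p = 0.117 and 0.0603). The p53 targets rose for 8 of 20 and fell for 2 (10 rose adjusted over the list alone; camera adjusted p = 0.00215; adjusted p = 0.104 with an estimated correlation). In the BCL2 family 2 of 14 rose and 5 fell (3 rose adjusted over the list alone), and of 16 cytokine and JAK/STAT genes 2 rose and 5 fell (3 rose adjusted over the list alone). Of 18 BET and elongation factors 2 rose, ELL2 among them, and 1 fell (camera adjusted p = 0.579, 0.213 and 0.136 for these lists).

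With I-BET151, 2999 of 11411 genes passed (limma), 1180 higher and 1819 lower, and the changes of 90 and 348 of them reached 1 on the log2 scale. With each library's GC trend removed 2024 were higher and 2219 lower, and with median-of-ratios scaling 1359 and 1665. These settings also moved the median log2 change of all genes, to 0.016 and 0.032, so the balance again cannot be assigned to GC content. Experiment 1 alone called 2807 genes and experiment 2 alone 454, with r = 0.789 across genes, and 2998 calls had the same sign in both. Fitted with the compared groups alone, 1622 genes passed.

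**Figure D3:**
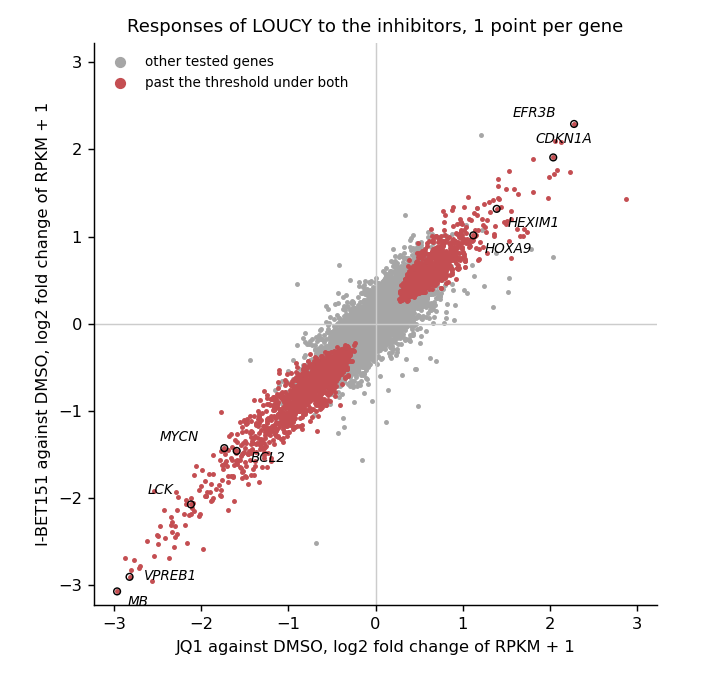
Log2 fold change of 11411 genes against DMSO in LOUCY, for JQ1 on the horizontal and I-BET151 on the vertical axis, each point a gene and red where the gene passed with both inhibitors. Points lie along the diagonal (r = 0.921), with EFR3B, CDKN1A, HEXIM1 and HOXA9 at the upper right and MB, VPREB1, LCK, BCL2 and MYCN at the lower left.

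The inhibitors were compared directly to ask whether compounds of different structure act differently. Their doses differed (250 nM JQ1 and 500 nM I-BET151), so values stand side by side and are not potencies. MYCN was at 3.19 ± 1.4 RPKM with JQ1 and 3.97 ± 0.433 with I-BET151, HEXIM1 at 53.1 ± 2.72 and 50.8 ± 7.05 and BCL2 at 0.605 ± 0.213 and 0.769 ± 0.31 (n = 4 each; limma adjusted p = 0.964, 0.969 and 0.968). BRD2, HHEX, RUNX1 and NOTCH1 passed against DMSO with JQ1 and not with I-BET151 (adjusted p = 0.0605, 0.0897, 0.423 and 0.806). Their own differences between the inhibitors did not pass (log2 0.41, -0.16, -0.21 and 0.32; adjusted p = 0.964, 0.968, 0.964 and 0.964). For HHEX and RUNX1 this contrast rests on I-BET151 replicate 1 of experiment 2, a library of steep GC slope. Without it HHEX also passed with I-BET151 (log2 -0.69), its difference between the inhibitors turned to 0.08, and that of RUNX1 was -0.09.

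Of the 13 genes known to rise under BET inhibition, 0 passed over all genes and 3 over the list alone, while the sign of 11 favoured JQ1 over I-BET151 (median difference 0.54, camera adjusted p = 1.89e-08; adjusted p = 0.0292 with an estimated correlation). This median was 0.38 in each experiment alone, and 0.32 to 0.61 when single libraries were left out. By sign alone, all 9 histone genes in the list favoured JQ1 (median 0.61), and the other 4 members had a median of 0.01, a difference that was not tested. The 3 genes past the threshold over the list alone were HIST1H2BK (94.1 ± 6.21 against 62.6 ± 12.1 RPKM), HIST1H1C (68.6 ± 4.61 against 44.8 ± 4.33) and HIST1H2AC (32 ± 3.77 against 19.7 ± 3.06), which were picked out after their values were seen. Histone genes are near-identical copies, so single members are uncertain. Ribosomal proteins (median 0.14) and MYC-driven growth genes (0.13) also had camera adjusted p = 1.59e-09 and 0.0106, and adjusted p = 0.617 for each with an estimated correlation. The growth genes did not pass in experiment 1 alone (adjusted p = 0.277). None of the other 20 tested lists passed with camera, although G2/M and T-cell identity genes did in experiment 1 alone (adjusted p = 2.42e-06 and 0.0115).

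Over all genes, 0 of 11411 differed between JQ1 and I-BET151 (limma, smallest adjusted p = 0.58; 531 had an unadjusted p under 0.05, 239 higher with JQ1 and 292 lower), and limma-voom on recovered reads also called 0, with 489 at an unadjusted p under 0.05. The 95% confidence interval of the difference lay within ±1 on the log2 scale for 98.2% of genes and within ±0.5 for 63.1%, so differences of 0.5 are open for many genes. This scale understates differences of genes near or below 1 RPKM, so for them the intervals do not bound the fold difference. A covariate for the GC slope of each library gave 121 genes. It was centred within groups and so lowered the spread without correcting the difference between groups, and removing each library's GC trend gave 0.

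Responses to the inhibitors correlated across genes with r = 0.921 and a covariance of 0.195. Simulated unchanged groups set against the same DMSO libraries gave a mean r of 0.494 (highest 0.871) and a mean covariance of 0.019, a difference in covariance of 0.177. With separate DMSO libraries for each inhibitor, r was 0.70 to 0.817 and the covariance 0.168 to 0.183. Of 11411 genes, 844 rose with both inhibitors and 1491 fell with both, where independent lists would share 120 and 289 and simulated groups shared 0. There were 0 genes that passed in opposite directions, and 85.1% of genes had the same sign (67.8% in simulated groups).

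Genes that mark LOUCY against JURKAT were followed under BET inhibition. Of the 1535 genes higher in LOUCY by at least 1 on the log2 scale, 607 fell and 126 rose with JQ1 (median -0.27, camera p = 2.71e-11, p = 0.000277 with an estimated correlation), and 627 fell and 130 rose with I-BET151 (median -0.25, camera p = 1.25e-11, p = 0.000239 with an estimated correlation). All 10000 random sets matched on expression had medians of -0.06 to 0.03 with JQ1 and -0.04 to 0.03 with I-BET151. The 236 genes higher by at least 3 had medians of -0.63 and -0.64. VPREB1, IGLL1 and HHEX in this set fell with JQ1, whereas HOXA9 rose. Among the 939 tested genes higher in JURKAT, 175 fell and 116 rose with JQ1 and 142 fell and 113 rose with I-BET151. Their median was -0.01 with each inhibitor, at percentiles 15.6 and 6.04 of 10000 random sets.

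**Figure D4:**
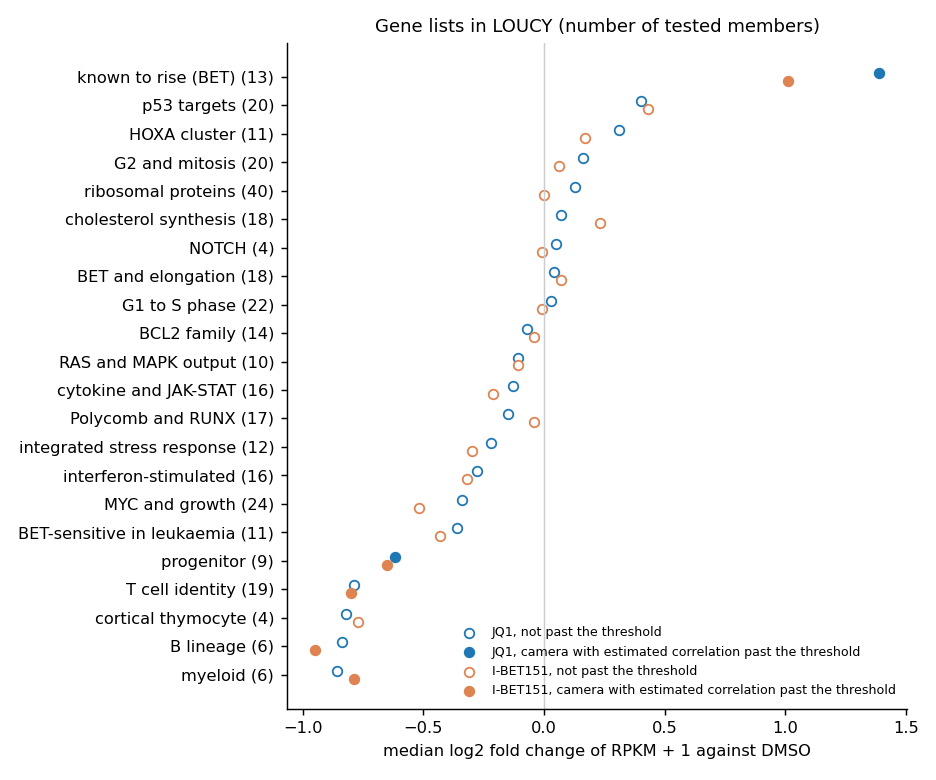
Median log2 fold change against DMSO in LOUCY (horizontal axis) of the gene lists shown (vertical axis) for JQ1 and I-BET151, with filled points for lists past the threshold in camera with an estimated correlation. Among lists with at least 2 tested genes, those known to rise under BET inhibition lie farthest to the right (1.39 and 1.01). The B-lineage (-0.84 and -0.95), myeloid, cortical thymocyte (-0.82 and -0.77) and T-cell identity lists lie at the left.

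The experiments were compared gene by gene for each contrast. The difference between LOUCY and JURKAT changed with the experiment for 3 of 11978 genes, CDKN1A, BTG2 and TRIAP1, which are known p53 targets (interaction, limma adjusted p = 0.0105 each). CDKN1A in untreated LOUCY stood at 15.3 ± 1.43 RPKM in experiment 1 and 3.92 ± 0.94 in experiment 2 (n = 3 each), the anti-proliferative BTG2 at 81.5 ± 2.87 and 38.6 ± 8.47, and TRIAP1 at 143.2 ± 2.81 and 66.3 ± 3.09. In JURKAT, BTG2 was at 3.16 ± 0.107 and 5.04 ± 0.62 RPKM. With DMSO, CDKN1A was at 5.56 ± 1.81 and 5.39 ± 1.39 RPKM (n = 2 each). This count was 0 without untreated LOUCY replicate 2 or 3 of experiment 1, JURKAT replicate 3 of experiment 1 or untreated LOUCY replicate 1 of experiment 2 (limma, 750 to 952 genes at an unadjusted p under 0.05), and 27 without untreated LOUCY replicate 3 of experiment 2. The contrasts of DMSO against untreated cells, JQ1 and I-BET151 had 1 such gene each, the small nucleolar RNA SNORD27, which shares its locus with a host gene and is uncertain. JQ1 against I-BET151 had 0 (limma, 326 at an unadjusted p under 0.05; limma-voom 0, with 299).

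**Figure D5:**
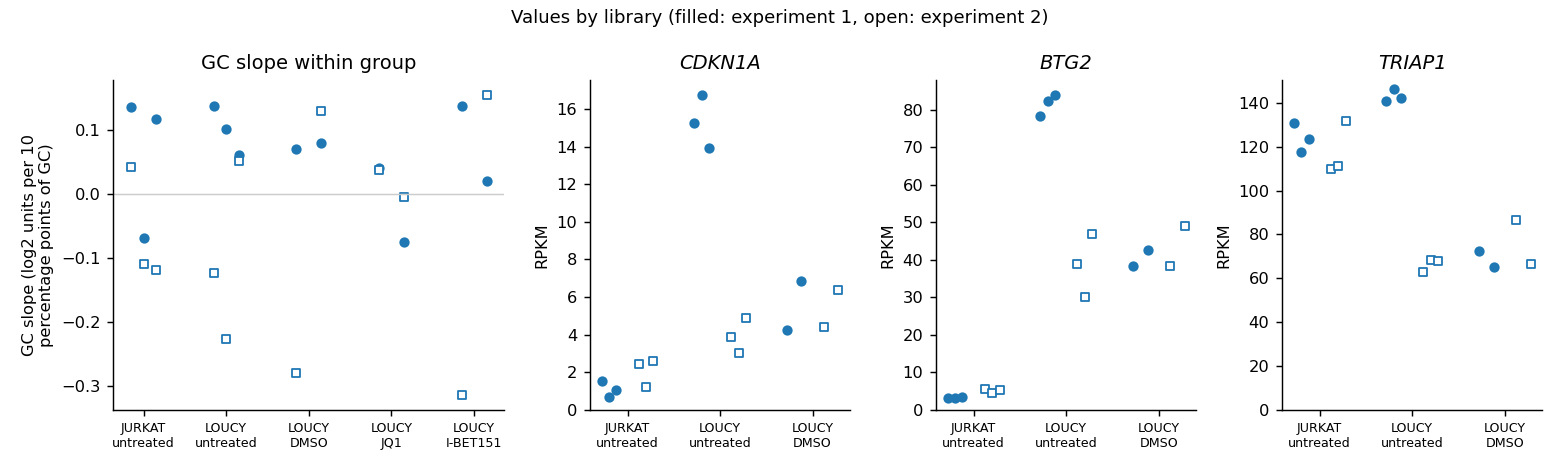
GC slope of each library within its group (log2 units per 10 percentage points of GC), and RPKM of CDKN1A, BTG2 and TRIAP1 by experiment in untreated JURKAT, untreated LOUCY and DMSO-treated LOUCY, with each point a library. The lowest slopes (-0.313, -0.279 and -0.226) are all in experiment 2, and the 3 genes stand higher in untreated LOUCY of experiment 1 than of experiment 2.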

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

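The tests on the GC trend of single libraries and on p53 target levels below were written only after the values they explain had been seen, the first because its wording followed the other settings already computed. Libraries were compared with the others of their group by the gap to the nearest value, in 376 groups of values. This singled out 27 values. Chance alone singles out about 1 in 20 groups, so a share of them needs no cause, and no cause was tested for single values.

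DMSO replicate 1 of experiment 2 lay far from the other DMSO libraries in 8 values. It had the most reads (7074198, or 7.07 M), a share of reads in the top 10 genes of 5.1% and a GC slope of -0.279. Its mean log2(RPKM + 1) was 2.506 for cytokine and JAK/STAT genes and 7.783 for ribosomal proteins. BRD2 stood at 5.314, the tight-junction gene CLDN5 at 122.5 and the receptor LPAR6 at 45.56 RPKM. Replicate 2 of that experiment had CDK6 at 84.77 RPKM against 103.5 to 107.2 in the others, and replicate 1 of experiment 1 had SERTAD1 at 12.24.

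Among the inhibitor libraries, JQ1 replicate 1 of experiment 1 had a mean of 5.072 for MYC-driven growth genes, BRD2 at 13.56 RPKM and SMIM14 at 17.95. JQ1 replicate 1 of experiment 2 had LGALS1 at 1960 RPKM. For I-BET151, replicate 2 of experiment 1 had a mean of 0.354 for cortical thymocyte genes, and in experiment 2 MYB stood at 64.48 RPKM in replicate 1 and SERTAD1 at 37.95 in replicate 2.

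Among untreated cells, LOUCY replicate 3 of experiment 2 had MYCN at 7.189 RPKM against 11.65 to 12.73 in the others, and replicate 3 of experiment 1 had myoglobin MB at 20.09. JURKAT replicate 3 of experiment 1 had 15340 genes above 0 (to 4 digits). Replicate 2 of that experiment had BCL2 at 0.617 and CDK6 at 48.94 RPKM, and replicate 1 had LGALS1 at 0.362. In experiment 2, replicate 1 had SPINK4 at 1.851 RPKM and a mean of 2.488 for interferon genes, and replicate 2 had FLT3 at 1.173 and IL7R at 1.014.

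The difference between LOUCY and JURKAT changed between experiments for CDKN1A (log2 -2.299), BTG2 (-1.613) and TRIAP1 (-1.022), each at limma adjusted p = 0.0105 for experiment 2 minus experiment 1. The small nucleolar RNA SNORD27 changed for DMSO against untreated cells (4.502, adjusted p = 0.000704), JQ1 (-4.668, adjusted p = 0.00143) and I-BET151 (-4.033, adjusted p = 0.00905). These 3 contrasts share the DMSO libraries, so they are not separate findings.

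For CDKN1A, BTG2 and TRIAP1, a GC trend of single libraries as the whole cause was excluded, since the median interaction was -1.538 with each library's trend removed and -1.613 before. A single aberrant library was excluded too, as the median stayed at -1.448 or farther from 0 whichever library was left out. Higher p53 target levels in the untreated LOUCY cultures of experiment 1 fit the values. The 19 other targets had a median difference, experiment 1 minus experiment 2, of 0.407 in LOUCY, with 13 higher in experiment 1 (camera p = 0.0034, p = 0.013 with an estimated correlation). In JURKAT it was -0.06, with 5 higher in experiment 1 (camera p = 0.0378, p = 0.0541 with an estimated correlation). JURKAT also stood lower in experiment 1 than in experiment 2 for CDKN1A (1.08 and 2.09 RPKM) and BTG2 (3.16 and 5.04), but not for TRIAP1 (124 and 117.7). For BTG2 the JURKAT libraries of the experiments did not overlap, so part of its interaction may lie in JURKAT. For CDKN1A they overlapped (0.652 to 1.531 RPKM in experiment 1 and 1.224 to 2.581 in experiment 2). The JURKAT difference of these single genes was not tested. The LOUCY difference may reflect stress of the LOUCY cultures of experiment 1, a hypothesis that was not tested. No measure of p53 activity or DNA damage was used here, and relabelled groups gave as many genes in 4 of 100 splits, the real one included.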

How the results depend on the processing

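No named gene or list with a call reversed, but MYC-driven growth genes, without a call for DMSO, passed in opposite directions in the 2 experiments. Of 7708 values for 308 named-gene results, 7419 kept their side of the threshold, 265 became weaker and 24 stronger, and 97 of 1083 values without a call changed sign. Of 2944 list values, 2797 stayed, 82 weakened and 65 became stronger. A minimum log2 change of 1, a stricter rule by construction, left 3100 genes for the lines, 3 for DMSO, 474 for JQ1 and 438 for I-BET151. With an estimated correlation 1, 6, 2, 5 and 1 lists passed for the lines, DMSO, JQ1, I-BET151 and the inhibitors against each other. For the other changes below the cause was not tested, apart from the values given for experiment 2 alone.

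DMSO against untreated cells was the least stable, with 20 genes. It gave 13 without the experiment term, 6 with replicates averaged, 57 and 0 in experiments 1 and 2 alone (limma, 581 at an unadjusted p under 0.05 in experiment 2), 12 with the compared groups alone and 34 without the steep libraries. Removing GC trends gave 100 and leaving out single libraries 12 to 26.

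JQ1 and I-BET151 gave 392 and 454 genes in experiment 2 alone, where the median residual SD was 0.263 against 0.138 in experiment 1. With GC trends removed they gave 1422 and 1708 in experiment 2, with an SD of 0.183 against 0.126. The counts of experiment 1 alone also rose with this setting, from 3455 to 3861 for JQ1 and from 2807 to 3339 for I-BET151. Reads (ratio 1.011) and sizes of response (0.964 and 1.149) were similar in the experiments. I-BET151 gave 1622 with the compared groups alone. The GC slope as a covariate gave 607 genes for DMSO, 4938 for JQ1, 5075 for I-BET151 and 121 for the inhibitors against each other. It was centred within groups, which lowers the spread by construction. Whether replicate numbers pair libraries stays open. Same-number libraries correlated from -0.55 to 0.7 (0.7 for I-BET151 and DMSO in experiment 2), and with 2 libraries per group the values repeat. A block on the numbers gave 4 genes for DMSO. With the covariate as well it gave 539, 4801, 4958 and 34.

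JQ1 against I-BET151 had 1 gene with replicates averaged (SNORD3A), 1 in experiment 1 alone (PTPN6), 1 with the compared groups alone (SNORD23) and 1 without the steep libraries (HIST1H2BK), all chosen after their values were seen. Its 3 lists became 6 with GC trends removed or with the covariate, 7 with block and covariate, and 3 to 6 when single libraries were left out. The correlation of responses, 0.921, was 0.700, 0.81, 0.817 and 0.712 with separate DMSO libraries and 0.827 in experiment 2 alone.

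The interaction of the line difference with the experiment (3 genes) gave 10 with a robust fit, 24 with GC trends removed, 74 with the covariate, 5 with limma-voom, and 0 to 27 without single libraries (limma, 750 at an unadjusted p under 0.05 without untreated LOUCY replicate 2 of experiment 1). For DMSO (1 gene) it gave 3 with a pseudocount of 0.1, 4 with GC trends removed, 20 with the covariate, 2 without the steep libraries, 0 with limma-voom (441 unadjusted) and 1 to 2 without single libraries. JQ1 (1) gave 0 with limma-voom (394 unadjusted) and 1 to 2. I-BET151 (1) gave 0 without the steep libraries (limma, 344 unadjusted), 0 with limma-voom (307) and 0 to 2 (limma, 188 without DMSO replicate 1 of experiment 1). The inhibitors against each other (0) gave 1 with a pseudocount of 0.1 (ACTG2) and 0 to 2 (MIR4712 and LINC01215).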

Other observations

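With both inhibitors, interferon and stress genes split. IRF7, a regulator of interferon genes, rose from 1.71 ± 0.329 RPKM with DMSO to 6.7 ± 0.614 with JQ1 and 5.3 ± 1.79 with I-BET151 (n = 4 each), and IFI6 rose too. MX2, an antiviral GTPase, fell from 31.9 ± 2.72 to 17.7 ± 1.69 and 18.1 ± 2.21 RPKM. Interferon genes fell for 5 of 16 and rose for 2 with JQ1, and 6 and 2 with I-BET151 (camera adjusted p = 0.277 and 0.0797). Of 12 stress response genes 4 rose and 4 fell with JQ1, and 4 rose and 5 fell over the list alone (camera adjusted p = 0.993). With I-BET151 3 rose and 5 fell, and 4 and 7 over the list alone (camera adjusted p = 0.579). DDIT4 rose from 166.2 ± 11.5 to 343.2 ± 8.72 and 327.3 ± 39.1 RPKM, and TRIB3 fell from 10.4 ± 1.67 to 3.56 ± 1.14 and 4.23 ± 1.19.

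RAS/MAPK output fell for 4 of 10 genes with JQ1 and 3 with I-BET151, with 1 rising in each and 2 with I-BET151 over the list alone (camera adjusted p = 0.277 and 0.57). ETV5 fell from 7.34 ± 0.689 to 1.62 ± 0.325 and 2.44 ± 0.561 RPKM, and SPRY1, a feedback inhibitor, from 20.9 ± 0.987 to 9.52 ± 0.884 and 7.59 ± 0.743. Polycomb and RUNX genes fell for 5 of 17 and rose for 2 with JQ1, and fell for 4 with I-BET151 (camera adjusted p = 0.39 and 0.579), JARID2 from 26.3 ± 3.12 to 15.2 ± 1.36 and 14.8 ± 1.16 RPKM. G1/S genes rose for 3 of 22 and 2, TK1 among them (camera adjusted p = 0.136 and 0.57). For G1/S genes under I-BET151 the median was -0.01, the mean 0.06. G2/M genes as a list had camera adjusted p = 0.116 and 0.57, and passed with JQ1 in experiment 1 alone (median 0.3, adjusted p = 0.000145; -0.02 was the median in experiment 2). Of these 20 genes 0 changed with JQ1 and 1 with I-BET151, UBE2C, which did not pass over the list alone, in either experiment alone, or without some single libraries. Of 18 cholesterol genes 1 rose and 1 fell with JQ1, and 2 rose and 1 fell with I-BET151 (2 and 0 over the list alone). Of 4 NOTCH genes 1 rose (NOTCH1) and 1 fell (SHQ1) with JQ1, and SHQ1 fell with I-BET151. Ribosomal proteins with I-BET151 rose for 2 of 40 and fell for 1, and 1 rose and 0 fell over the list alone (camera adjusted p = 0.982).

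Differences between the lines clustered along chromosomes. Of 272 windows of 10 Mb, 31 had a median log2 difference of at least 0.4 in size, against 10 in the median and 18 at most over 1000 shuffles of the genes. This count is descriptive, a choice made after it was seen. The largest medians were 1.44 on chromosome 9 from 20000001 to 30000000 (12 genes) and -1.19 on chromosome 5 from 180000001 to 190000000 (15 genes). On chromosome 16 from 1 to 10000000 it was -1.07 over 131 genes. Some genes named above for their lists lie in windows with low medians, among them NOP16, RPS2, RPL13, CDT1, MVD, TCF7 and AFF4. A regional part in their differences was not separated. Copy number was not analysed here.

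For the list of genes known to rise under BET inhibition and higher with JQ1, the tests on GC trends and on a stronger response of all genes were written after the result was seen. A GC trend as the whole cause was excluded, with a median difference of 0.523 after its removal against 0.539 before. Gene length, GC content and expression were excluded, because the list stood at percentile 100 of matched random lists (highest 0.201). A stronger response to JQ1 in general was excluded, since the median ratio over 2327 genes was 1.001. Chance in the choice of this list stays open, as do reads shared between near-identical copies of its 9 histone genes.

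For EZH2 near 0 in LOUCY, loss of every copy of a segment reaching its neighbours was excluded, since the median ratio of LOUCY to JURKAT was 1.007 over the 3 genes within 1 Mb that stood at 5 RPKM or more in JURKAT (CUL1 0.607, ZNF212 1.01 and PDIA4 1.4). Lower genes in that stretch went both ways, GHET1 at 0.289 and ZNF282 at 1.82. A loss within EZH2 itself could still explain it and stays open. Loss of some copies of a segment reaching CUL1 and GHET1, the genes on either side, would leave other copies of EZH2. EZH2 stood at 0.165 RPKM in LOUCY against 69.4 in JURKAT, a ratio of 0.0024, far below those of CUL1 and GHET1. This argues against such a partial loss as the whole cause for EZH2, and a part in it stays open.

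Libraries were relabelled to ask whether chance can be excluded, counting the real labels among the splits. It can for the lines (8752 genes, highest other 4335, 1 of 100 splits), DMSO (20 against 2, 1 of 100), JQ1 (2971 against 2, 1 of 35) and I-BET151 (2999 against 718, 1 of 35). For the number of lists, at the preset correlation, it can for the lines (10 against 10, 3 of 100), DMSO (10 against 11, 3 of 100) and JQ1 (11 against 10, 1 of 35). With an estimated correlation fewer of these lists passed in each comparison, 1 for the lines and 2 for JQ1, with the DMSO count given above. Chance cannot be excluded for the number of lists of I-BET151 (10 against 10, 2 of 35), and not for those between the inhibitors (3 against 4, 10 of 35). The tests on lists for the lines, for DMSO and between the inhibitors were added after the results were seen. It can for the LOUCY-specific set with JQ1 (median size 0.265 against 0.2, 1 of 35) and I-BET151 (0.253 against 0.211, 1 of 35), but not for the BET-induced list between inhibitors. Its 0.539 against 0.495 (1 of 35, the smallest share possible) decides nothing, because that list was picked from 23 after it stood out, and its median was 0.32 without 1 of the libraries. With the GC covariate it cannot for genes between the inhibitors (121 against 2717, 16 of 35). Without the covariate the real count is 0, so all 35 splits give as many by construction and nothing is decided (limma, 531 at an unadjusted p under 0.05; limma-voom 0, with 489). For the interaction of the lines with the experiment (3 genes), 4 of 100 splits drawn from 200 gave as many, the real one included. The others gave 4, 6 and 3973 genes. The split tests were not corrected for their number, so chance is not firmly excluded here. The split with 3973 genes sets libraries of lower GC slope against those of higher slope within both lines. In untreated LOUCY the slopes also differed between experiments (0.061 to 0.138 in experiment 1, -0.226 to 0.051 in experiment 2).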
